A study of Rattus norvegicus with 2 samples. Its data were reported in "Upregulation of Hsp27 via further inhibition of histone H2A ubiquitination confers protection against myocardial ischemia/reperfusion injury by promoting glycolysis and enhancing mitochondrial function" (2023).

How the data were processed

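H2Aub occupancy was measured by chromatin immunoprecipitation sequencing (ChIP-seq) in rat myocardial tissue after 30 min of ischemia. The labels describe 2 libraries, both numbered replicate 1: 1 immunoprecipitated with an antibody against ubiquitinated histone H2A (H2Aub), and 1 input, which is chromatin sequenced without immunoprecipitation. Per the labels, tissue was fixed with formaldehyde, chromatin was sonicated, and libraries were amplified by PCR and selected by size. The list analysed here holds peaks of the ChIP library, and the input enters only through the local background of each peak. No sham library was analysed here. Accordingly, no comparison between ischemia and sham was made, no replicate error could be given, and no test between groups was run.

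The authors deposited 1 peak list in the narrowPeak layout, in which each interval has a start and an end, a summit, a score, a fold enrichment, a −log10 p-value and a −log10 q-value. These values are the authors' own. They were used to describe, rank or filter peaks within the list, and to solve the pileups and backgrounds described below. From the layout, the deposited fold enrichment was taken as a linear ratio of the ChIP pileup to the local background at the summit, and the deposited −log10 p and −log10 q values as those of the same summit. The deposited score equalled 10 times the −log10 q-value cut to a whole number in all 17207 peaks, and added no information. The smallest deposited −log10 q was 1.30, which corresponds to a q threshold of 0.05. The aligner, the peak caller, its version and the genome build were not stated in the labels or in the methods of the study.

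Coordinates are given as in the list, converted to 1-based positions. The names of chromosomes and scaffolds are of the kind used in Ensembl's annotation of the Rnor_6.0 assembly, but the labels do not name the build. The gene table at hand describes the GRCr8 assembly. On 9 of the 21 chromosomes with peaks, the last peak ended beyond the last GRCr8 gene, and 712 peaks lay there, 311 of them on chromosome 7. A few such peaks could lie between the last gene and the end of a chromosome. As the build was not named and so many peaks lay there, the GRCr8 positions were not used with these peaks. The planned assignment of peaks to promoters and genes, the GC content and repeat content of peaks, the *Hspb1* (*Hsp27*) locus, the other genes named by the study and the gene lists were therefore not analysed here, and peaks are named by position alone.

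The deposited files give no read counts. The number of fragments behind each summit was therefore solved from the list itself. If the fold enrichment is (pileup + 1) / (background + 1) and the p-value is the Poisson probability of exceeding the pileup, as in the MACS2 peak caller, both values together fix a whole-number pileup and a background. Whole pileups up to 4000 were searched, and a solution was accepted when it met the deposited −log10 p within 0.002 and the residual of the next best pileup was more than 3 times as large. The tolerance was first 0.001, which left 1 peak unsolved, and was raised after that residual was seen, since it was of the size that rounding of the deposited fold enrichment gives. A solution was found for 17207 of 17207 peaks, with a largest residual of 0.00131, against 29 peaks when the pseudocount of 1 was left out. The solver was tested on simulated data for this step, 3000 peaks with known pileups and backgrounds, and recovered the pileup exactly in all of them.

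The solved backgrounds had a floor of 1.42 fragments, taken as the genome-wide background, and 47.2% of peaks were at this floor. With the smallest peak width of 200 bp as the fragment length, this floor corresponds to 7095 ChIP tags per Mb of effective genome. The effective genome size was not stated, so the total number of tags is unknown. A step of 0.0173 fragments was chosen as the one that best divided the backgrounds above the floor and below 6 fragments. All of these lay within 0.0015 fragments of a whole multiple of it, where chance would place 17.4% for a step fixed in advance. As the step was chosen on the same backgrounds, 17.4% is not the chance share for it. Of these backgrounds, 89.9% lay on multiples of the step that 1 fragment within 1000 bp would give. If the background windows were 10 kb, the widest that MACS2 uses by default, this step places the scale of the input at 0.863 and the input library at 1.16 times the depth of the ChIP library. Whether duplicate reads were removed was not stated. Fragments from PCR without molecular identifiers are not independent molecules, so all intervals cover counting error only.

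Peaks were counted per chromosome and divided by the span from the first to the last peak, with exact 95% Poisson intervals. Shares of peaks carry 95% Wilson intervals. Neighbouring peaks are not independent, so the Poisson intervals of densities and the Wilson intervals are both too narrow. A run was defined as at least 5 peaks with gaps of at most 10 kb. Runs were set beside 1000 random placements of the same intervals within the spans of their chromosomes. Across the 20 autosomes, 1 relation was computed, with Pearson's r, Spearman's rho and permutation tests of 100000 resamples. The rules for naming were set before the data were examined: the 5 intervals with the highest fold enrichment on chromosomes and the 5 runs with the most peaks are given in full, and the named genes of the rule were not analysed here. The widest peak, the peak with the highest −log10 q, the place with the most input-rich peaks, the dense scaffold and the stretches without a peak fall outside this rule and were chosen after their values were seen. Alternatives set at the same time were q of at most 0.001 or 1e-05, fold enrichment of at least 5, merging of intervals closer than 1000 bp, and gaps of 5 or 20 kb within runs. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used.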

Results

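H2Aub, histone H2A carrying ubiquitin, is placed by polycomb repressive complex 1 and has been linked mainly to gene silencing. To locate H2Aub in the genome of the ischemic heart, ChIP-seq was performed on myocardium of male rats whose left anterior descending coronary artery had been ligated for 30 min. The data comprised 1 ChIP library (n = 1) and 1 input library (n = 1). The question addressed here is where H2Aub was enriched over input in this tissue. There were no replicates, so every error given here is a counting error within this library pair.

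The list held 17207 peaks, each interval listed once and none overlapping its neighbour. Of these, 17116 peaks were on chromosomes 1 to 20 and X, and 91 peaks were on 35 unplaced scaffolds. The peaks covered 8.50 Mb in total. The median peak width was 332 bp, and 50% of peaks were between 238.5 and 524 bp wide. The smallest width of 200 bp was shared by 12.1% of peaks (95% Wilson interval 11.6 to 12.6%). Only 8.66% of peaks (8.25 to 9.09%) were at least 1000 bp wide, and 29 peaks were at least 5000 bp wide. The widest peak, on chromosome 10 from 18123644 to 18134325, measured 10682 bp. Its fold enrichment was 11.4 at the summit.

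The authors' fold enrichment over the local background had a median of 4.55. Its 25th percentile was 4.03 and its 75th percentile was 5.37. A fold enrichment of at least 5 was reached by 5249 peaks (30.5%, 29.8 to 31.2%), and of at least 10 by 97 peaks (0.564%, 0.462 to 0.687%). The median −log10 q was 3.34. The number of peaks depended strongly on the threshold, since 11200 peaks had q of at most 0.001 and only 4259 peaks had q of at most 1e-05. Across peaks, which are not independent replicates, wider peaks had higher fold enrichment (Spearman's rho = 0.381).

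The depth behind each peak was solved from its fold enrichment and p-value. The median summit held 11 stacked fragments, against a genome-wide background of 1.42 fragments. Without the pseudocount of 1 the median was 16 fragments, a setting that met the deposited values in only 29 peaks. The exact 95% Poisson interval of 11 fragments is 5.49 to 19.7 fragments. Over the genome-wide background, with the pseudocount of 1, this gives a fold enrichment of 4.96 with an interval of 2.68 to 8.55. The 25th and 75th percentiles of fold enrichment, 4.03 and 5.37, both lay within this interval. A spread between quartiles and a 95% interval are unlike measures. Whether peaks differ by more than counting error is therefore not shown. At most 9 fragments were stacked at 23.4% of summits (22.8 to 24.1%), and at most 20 fragments at 94.9% of summits (94.6 to 95.2%). Only 100 peaks had more than 100 fragments. The smallest pileup past the p cutoff at the genome-wide background was 7 fragments.

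**Figure D1:**
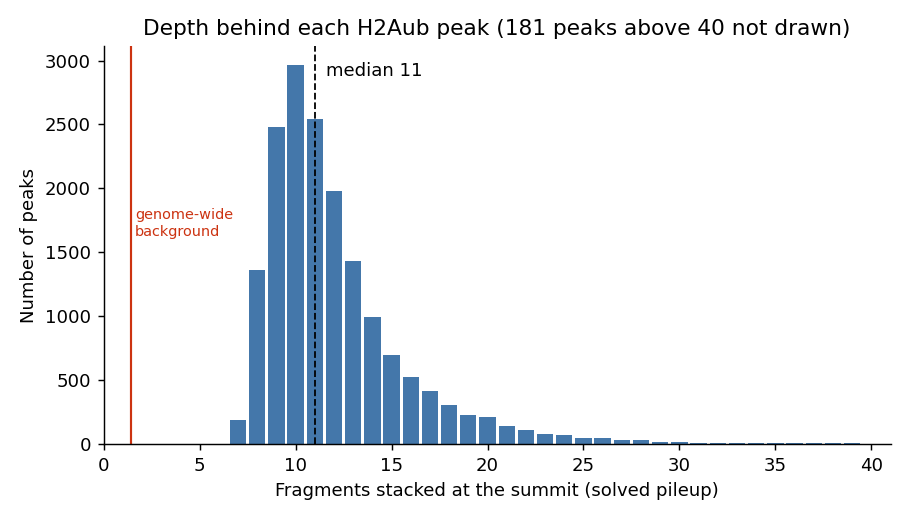
Number of peaks (vertical axis) by the number of fragments stacked at the summit (horizontal axis) in the H2Aub ChIP library, with the median as a dashed line and the genome-wide background of 1.42 fragments as a red line. The most frequent pileup was 10 fragments, with 2966 peaks, and the 181 peaks above 40 fragments are not drawn.

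The margin of each call was then measured by removing fragments from the summit while the local background was kept. With 1 fragment fewer, 5.36% of peaks (5.04 to 5.71%) fell below the smallest −log10 p in the list, 3.70. With 3 fragments fewer this share was 35.6% (34.9 to 36.3%), and with 5 fragments fewer it was 65.9% (65.2 to 66.6%). Only the p-value at the summit was rechecked, not the width past the cutoff, so more calls could be lost. Local backgrounds were low as well. The background was at the genome-wide floor in 47.2% of peaks (46.5 to 48.0%), and at 1.73 fragments in a further 22.8% (22.2 to 23.4%). If the background windows were 10 kb, 1.73 fragments would be 2 input fragments after scaling.

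Peaks were unevenly distributed among chromosomes. The density over all autosomes was 6.70 peaks per Mb. Chromosome 10 had the highest density, 14.2 peaks per Mb (95% Poisson interval 13.5 to 14.9), followed by chromosome 12 with 13.8 (12.8 to 14.8). Chromosomes 20 and 19 followed with 11.1 peaks per Mb each, with intervals of 10.2 to 12.0 and 10.2 to 11.9. Chromosome 2 had the lowest autosomal density, 3.22 peaks per Mb (3.01 to 3.45). The intervals of chromosomes 10 and 12 overlapped, as did those of 20 and 19, so the order within each pair was not resolved. The intervals of these 4 chromosomes all lay above that of chromosome 2. Neighbouring peaks are not independent, so these intervals are too narrow. No relation of density to span was detected across the 20 autosomes (Pearson's r = -0.31, permutation p = 0.17; Spearman's rho = -0.129, permutation p = 0.59; both two-sided). Without chromosomes 1 and 2, the farthest from the median span, r was -0.211 (permutation p = 0.4). This was the only relation tested across chromosomes, so adjusted and raw p-values are equal.

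Chromosome X held 72 peaks, or 0.465 peaks per Mb (0.364 to 0.585), and 14 of them lay in 1 run. This density was 6.94% of the autosomal density (5.43 to 8.74%), where 1037 peaks would have matched the autosomes. The median fold enrichment was 4.40 on X and 4.55 on autosomes, and the median pileup was 11 fragments on both. At q of at most 1e-05 the density on X was 4.67% of the autosomal density, from 12 peaks on X.

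**Figure D2:**
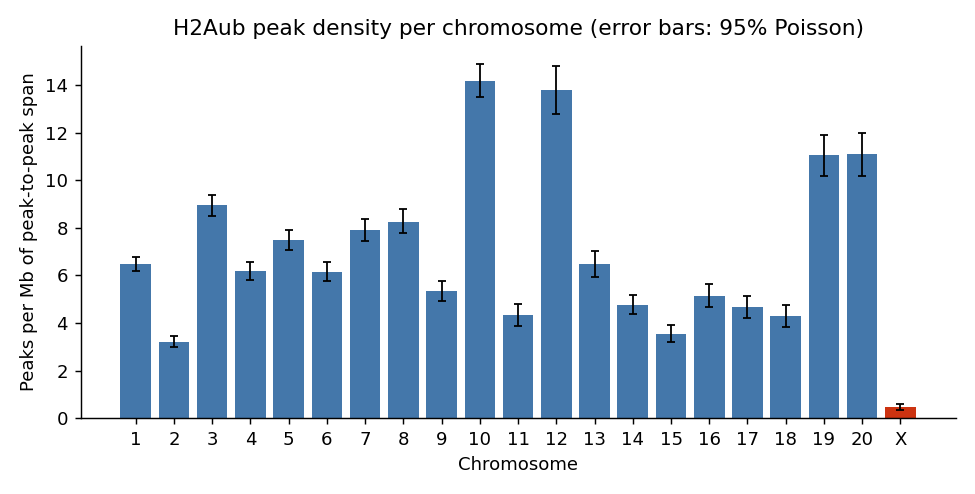
Peaks per Mb (vertical axis) on each chromosome (horizontal axis), with autosomes in blue, X in red and exact 95% Poisson intervals as error bars. Chromosomes 10, 12, 19 and 20 lie between 11.1 and 14.2 peaks per Mb, and X lies at 0.465.

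Peaks lay close to one another. The median gap between neighbouring peaks was 6.79 kb, and 29.4% of gaps (28.7 to 30.1%) were at most 1000 bp. In 1000 random placements of the same intervals this share lay between 0.889% and 1.47%. There were 672 runs of at least 5 peaks with gaps of at most 10 kb, which contained 34.9% of the peaks on chromosomes (34.2 to 35.6%). Random placements gave between 0 and 6 runs. The number of runs fell most at q of at most 1e-05, to 132 runs.

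The run with the most peaks was on chromosome 7, from 144519964 to 144654906. It held 90 peaks over 134.9 kb, of which the peaks covered 67433 bp, and their median fold enrichment was 5.18. On chromosome 3, from 61578346 to 61686762, 57 peaks covered 62.7% of 108.4 kb with a median fold enrichment of 5.87. On chromosome 10, from 84099194 to 84203710, 56 peaks covered 53.0% of 104.5 kb with a median fold enrichment of 5.63. The other 2 runs were less densely covered. The run on chromosome 8, from 66232902 to 66333275, held 50 peaks over 25.9% of its length, and the run on chromosome 19, from 53799246 to 53906584, held 43 peaks over 20.7%. Their median fold enrichments were 4.73 and 4.74. In random placements the longest run held between 4 and 9 peaks.

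**Figure D3:**
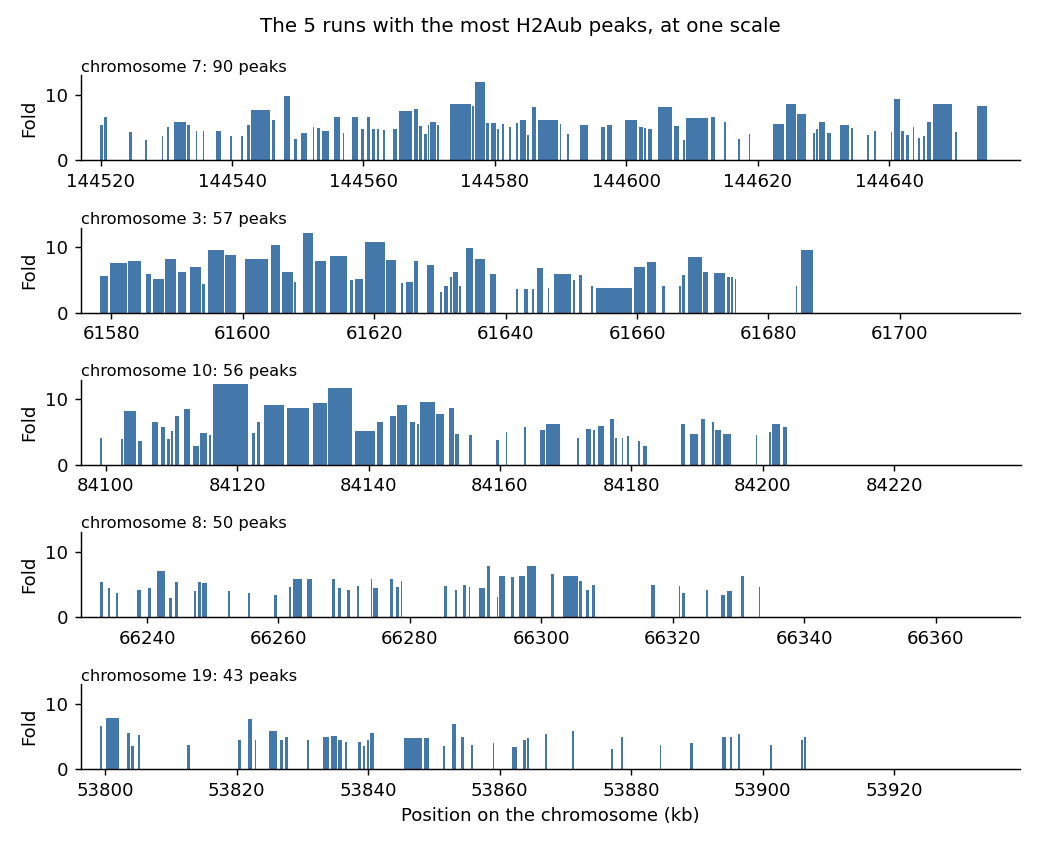
Fold enrichment at the summit (vertical axis) drawn over the width of each peak along the chromosome (horizontal axis, kb) for the 5 runs with the most peaks, all at the same scale. Peaks cover 62.7% and 53.0% of the runs on chromosomes 3 and 10, and 25.9% and 20.7% of those on chromosomes 8 and 19.

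The peak with the highest fold enrichment was on chromosome 20, from 3795785 to 3796533. Its fold enrichment was 21.4, from 61 fragments (46.7 to 78.4) over a background of 1.90. Next were 2 peaks on chromosome 1. The peak from 264497431 to 264505908 reached a fold enrichment of 16.1 with 38 fragments (26.9 to 52.2), and that from 203508082 to 203513495 reached 14.9 with 35 fragments (24.4 to 48.7). Another peak on chromosome 20, from 4942568 to 4943540, had a fold enrichment of 14.8 with 47 fragments (34.5 to 62.5). The fifth, on chromosome 14 from 106865624 to 106867313, had a fold enrichment of 14.7 with 39 fragments (27.7 to 53.3). The pileup intervals of these 5 peaks all overlapped, but overlap is not a test of a difference. No such test was run, so their order is not established here. The backgrounds of these peaks were between 1.42 and 2.25 fragments.

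Ranking by −log10 q selected other peaks. None of the 20 peaks with the highest −log10 q was among the 20 with the highest fold enrichment, and 21 peaks were shared by the 100 highest of each. The highest −log10 q was 688.8, at a peak on chromosome 19 from 56337680 to 56339300. There the ChIP pileup was 1543 fragments (1470 to 1620), the background was 234 fragments and the fold enrichment was 6.57. A background of more than 10 times the genome-wide floor was found at 131 peaks, termed input-rich here. All 20 peaks with the highest −log10 q were input-rich (lower 95% Wilson limit 83.9%), against 0 of the 20 with the highest fold enrichment (upper limit 16.1%). Of the 100 peaks with the highest −log10 q, 64 were input-rich (54.2 to 72.7%), against 0 of the 100 with the highest fold enrichment (upper limit 3.70%). This split is partly built in. At a given fold enrichment −log10 q rises with the fragment count, whereas the background divides the fold enrichment. The top lists are not random samples, so their limits measure no sampling error. The median fold enrichment of input-rich peaks was 2.90, and that of the other 17076 peaks was 4.55. The p cutoff admits lower fold enrichments where the background is high. A peak with the smallest pileup at the floor, 7 fragments, had a fold enrichment of 3.31, whereas an input-rich peak was listed at 1.56. The difference between the medians therefore cannot show weaker enrichment at input-rich peaks.

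**Figure D4:**
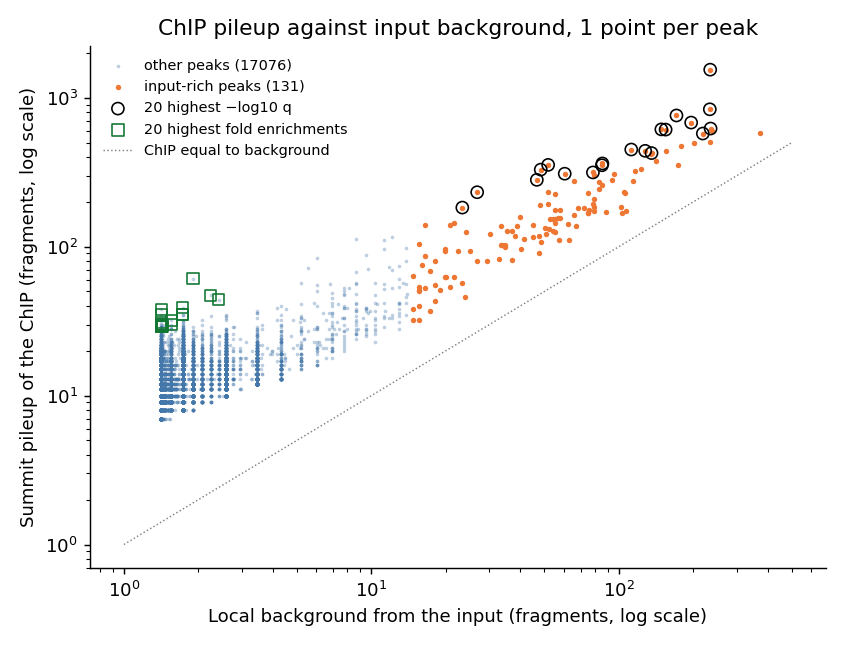
Summit pileup of the ChIP library (vertical axis, fragments, log scale) against the local background from the input (horizontal axis, fragments, log scale), 1 point per peak, with 131 input-rich peaks in orange and the line where ChIP equals background dotted. The 20 highest −log10 q values (circles) all lie among the input-rich peaks, whereas the 20 highest fold enrichments (squares) lie near the background floor of 1.42 fragments.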

Values the study reported

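The study reported that H2Aub regulated 1289 genes in its myocardial infarction model. When RNA-seq and ChIP-seq were combined, it counted 211 genes that were upregulated and 162 that were downregulated. Of the upregulated genes with H2Aub occupancy, 23 belonged to the *MAPK* signaling pathway, *Hsp27* among them.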

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

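The alternatives that set a limit on the local background or removed fragments, the merging of intervals before runs were counted, and all alternatives for chromosome X were chosen after the data had been seen. Of the deposited 17207 peaks, 11200 were left at q of at most 0.001, 4259 at q of at most 1e-05, and 5249 at a fold enrichment of at least 5. When 3 fragments were removed from each summit, 11085 peaks stayed past the p cutoff. Merging intervals closer than 1000 bp left 12160 intervals, and leaving out input-rich peaks left 17076 peaks.

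The 672 runs became 132 at q of at most 1e-05, 411 after removal of 3 fragments, and 238 after merging. Fewer peaks entered under each of these settings. Gaps of 5 kb and 20 kb gave 554 and 806 runs, and leaving out input-rich peaks gave 663. The density on X, 6.94% of the autosomal density, was 4.67% at q of at most 1e-05, from 12 peaks on X with a 95% Poisson interval of 2.42 to 8.17% that includes 6.94%. It was 4.74% at a fold enrichment of at least 5, from 15 peaks on X with an interval of 2.65 to 7.81% that also includes it. The cause of these changes was not tested. The density on X was 7.41% of the autosomal density at q of at most 0.001, 6.90% without input-rich peaks, 7.64% after removal of 3 fragments and 7.31% with groups of peaks at most 10 kb apart counted once. Without the pseudocount the solver gave a median pileup of 16 fragments, but met the deposited values in only 29 of the 17207 peaks, so this setting was set aside. For covered length and median width, 12 other values were computed, of which 7 moved. A covered length was taken as moved beyond a factor of 1.5, and a median width beyond its 95% interval, which is far narrower. The covered length moved downwards at q of at most 1e-05 and at a fold enrichment of at least 5. Merging raised it from 8.50 to 10.7 Mb, within the factor. The median width moved upwards in every setting but the removal of input-rich peaks.

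The depth limits single calls. A typical summit rests on 11 fragments, and by the summit p-value alone 35.6% of calls rest on a margin of 3 fragments or fewer. No paired analysis was possible because there was 1 ChIP library and 1 input library, and for the same reason no replicate could be left out. The alternatives planned for promoters, genes, peak sequence, *Hspb1* and gene lists could not give a value, as no genome or annotation of the list's build was used here.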

Other observations

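The tests on input-rich peaks and on the dense scaffold, and the doubled pileup thresholds and groups of peaks on X, were chosen only after the result was seen.

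All 20 peaks with the highest −log10 q had an input-rich background, with a median of 84.6 times the genome-wide floor. Among the 100 highest, 64 had such a background, and the median of the 100 was 25.6 times the floor. Ranking by −log10 q itself favours high backgrounds at a given fold enrichment. A candidate explanation is sequence present in more copies in the animals than in the assembly, which would raise ChIP and input together. Input-rich peaks were close to one another: 84.7% had another within 100 kb, against 0.0% to 18.3% in 1000 random draws of as many peaks. On the chromosomes, 130 of them fell into 38 places, and 69 into the 5 places with the most. The place with the most held 26 input-rich peaks on chromosome 14, from 46517718 to 46687451, with a median background of 77.4 fragments. The other predicted value, a higher share on unplaced scaffolds, was neither shown nor excluded. There, 1 of 131 input-rich peaks was found (0.763%, 95% Wilson interval 0.135 to 4.20%), against 0.527% of other peaks. Of the 91 scaffold peaks, 52 lay on 1 scaffold, which held no input-rich peak. Below the input-rich limit, backgrounds on the other scaffolds ran from the floor to well above it, and these were not tested. Extra copies and another source of high input therefore cannot be told apart here, because only 1 input-rich peak lay on a scaffold. Copies that raise ChIP and input alike would not account for the excess of ChIP over the input, a median fold enrichment of 2.90 at these peaks (95% interval of the median 2.67 to 3.07), although only places with an excess are listed. Whether the excess is H2Aub was not tested.

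The low number of peaks on X was weighed against the number of X copies, as the animals were male and 1 copy would halve both ChIP and input fragments. Halving the pileup and the local input of autosomal peaks, a test set before its value was seen, left 23.5% of them (95% Wilson interval 22.8 to 24.1%) past the p cutoff. The observed density on X, 6.94% of the autosomal density (5.43 to 8.74%), was far lower. Halved input would also have placed more X peaks at the genome-wide floor, since 94.6% of autosomal backgrounds were at most 2 times the floor. The share at the floor was 48.6% on X (37.4 to 59.9%) and 47.1% on autosomes (46.4 to 47.9%). Taken alone, both values argue against a single X copy as the whole cause. The first, however, counts every halved summit past the p cutoff as a called peak. As neighbouring peaks are not independent, groups of peaks at most 10 kb apart were also counted once. The density of groups on X was 7.31% of that on autosomes (5.09 to 10.2%, 35 groups on X), and halving left 28.2% of autosomal groups (27.2 to 29.2%) with a peak past the p cutoff. The comparison chosen afterwards was mixed. It set X peaks against autosomal peaks with double the pileup, at 6 thresholds. With at least 8 fragments on X, 71 peaks were observed (exact 95% Poisson interval 55.5 to 89.6) and 154 expected, and with at least 9 fragments, 67 (51.9 to 85.1) and 96.8. With at least 10 fragments, 59 were observed and 64.8 expected, with at least 11, 44 and 43.4, with at least 12, 32 and 31.6, and with at least 13, 25 and 24.2. At the 4 higher thresholds the difference was thus within counting error, as a single X copy alone would give. Whether the X copy number is the whole cause, a part of it or none therefore stays open. Peaks are also called incompletely near the cutoff, which neither halving nor the doubled pileups model. The shares of 23.5% and 28.2% may therefore be too high, and the shortfalls at 8 and 9 fragments decide nothing. A lower H2Aub occupancy, mappability and gene content of X were not tested.

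On 1 unplaced scaffold, 52 peaks lay within 161.7 kb, which is 321.6 peaks per Mb against 6.70 on autosomes. The 5 runs with the most peaks were denser, among them 90 peaks in 134.9 kb on chromosome 7 and 43 peaks in 107.3 kb on chromosome 19. By number, the 52 peaks exceeded the 50 and 43 of the runs on chromosomes 8 and 19. The other runs were not compared with the scaffold. Extra copies of the scaffold are a possible explanation, but 78.8% of these peaks (41 of 52, 95% Wilson interval 66.0 to 87.8%) had a background at the genome-wide floor and none had more than 2 times the floor. The largest background was 2.59 fragments, which argues against extra copies. Their median fold enrichment of 4.75 and median pileup of 11 fragments were near those of all peaks. The peaks covered 17.8% of the span, less than in any of those 5 runs. No biological explanation was tested.

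The runs were tested against explanations that involve no domains. Unequal numbers of peaks per chromosome could not have given them, as the most runs in any of 1000 random placements was 6 against 672 observed. Domains split by gaps under 1 kb explain a part at most, since 238 runs were left after merging, where random placements of the 12095 merged intervals gave between 0 and 2. Clustering of the genes or GC-rich sequence that H2Aub marks remains a possible explanation and was not tested, nor was an effect of ischemia.

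The weakest peaks, 2692 with at most 9 fragments over a background at the floor, could have been chance calls spread evenly over the chromosomes. However, 19.8% of them had a peak of at least 15 fragments within 10 kb, against 1.15% to 2.71% of random positions. This argues against even chance calls for the weakest peaks as a set. It does not show which of the remaining ones are chance calls.

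Pileups above 400 fragments were solved at 18 peaks, where 400 is the largest stack that fragments of 200 bp give with 1 tag per position and strand and single-end reads. The longest stretches without a peak were the start of chromosome 13 up to 25212192 and, on X, 41348823 to 62358915.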
